A study of Mus musculus with 12 samples.

How the data were processed

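RNA sequencing libraries were made from hepatocytes of 6 mice, 3 wild-type (WT) and 3 carrying a knockout (KO) of Ptprk, the gene of protein tyrosine phosphatase receptor kappa. Per the labels' protocols, viable liver cells were sorted by lipid content with a Percoll gradient and differential centrifugation, steps meant to remove dead hepatocytes and other cell types, and libraries were made from polyA RNA. Each mouse gave a low-fat and a high-fat library, so that 12 libraries fall into 4 groups of 3. The labels and file headers give no aligner, read counter, genome build, annotation release, strandedness or filter.

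The deposited table holds 52636 mouse genes with Ensembl identifiers, and each of its 12 value columns was matched to a library by the name in the labels. The deposited values are a score in this sense: the authors scaled the gene read counts of each library to 20 M (mega) and rounded the results up to whole numbers. The scaling was read from the values themselves, since each column sums to 20.01 M and low values show gaps or regularly raised frequencies, which raw counts would not. Values are therefore given as reads per 20 M. The tests fixed before the data were examined assumed raw counts and a count model. Because the values turned out to be scaled, a test on the log2 scale replaced that model.

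Sequencing depth was estimated from the pattern of gaps or raised frequencies, as the factor by which whole reads had been multiplied. On 7 simulated libraries of 30472 genes the largest error of that factor was 0.056%. The simulated factors were among the values searched, and the simulation followed the rounding rule that was fitted. The error of the factor in real libraries was therefore not measured. The estimated depths were 25.0, 24.4 and 23.2 M reads for WT low-fat replicates 1 to 3, and 21.3, 18.4 and 22.2 M for the WT high-fat replicates. They were 20.5, 21.2 and 24.3 M for KO low-fat replicates 1 to 3, and 20.1, 23.0 and 15.1 M for the KO high-fat replicates. A level of 3 reads corresponds to between 2.40 and 3.98 reads per 20 M, depending on the library. This floor covers counting error only, because reads of amplified libraries are not independent molecules. Whole reads times the estimated factor, rounded up, gave 99.72% of the values in WT high-fat replicate 2 and 96.53% in KO high-fat replicate 3. In the other 10 libraries the factor was below 1, where every whole number can be reached, so their 100% does not test the factor.

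Genes with a value of at least 10 in at least 3 libraries were tested, which left 16563 genes. Values were rescaled between libraries by the trimmed mean of M values, implemented for this purpose, and transformed as log2(value + 2). Fold changes are on this scale, which understates the change of genes with low values. limma 3.58.1 in R 4.3.3 fitted a mean for each of the 4 groups over all 12 libraries, with moderated variances and an intensity trend. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene was called at an adjusted p-value under 0.05. There were 5 comparisons: KO against WT in each fraction, high-fat against low-fat in each genotype, and the interaction of genotype and fat fraction. A list of 22 glycolysis genes and a list of 18 genes of de novo lipogenesis, both fixed before the data were examined, were tested with limma's camera, a competitive gene set test, at a preset inter-gene correlation of 0.01. Its p-values were adjusted over the 10 set tests.

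The labels give the low-fat and the high-fat library of a replicate number the same mouse name, which is where the pairing comes from. Same-numbered WT and KO libraries come from different mice. A second fit added the replicate as a block, with a term for each mouse in the comparisons of fractions and in the interaction, and a term for each replicate number in the KO against WT comparisons. Replicates of a group are different mice, and their values differed by more than read sampling alone gives: the chi-square statistic per gene lay between 20.6 and 55.6 over the 12 pairs within groups. This does not measure the quality of a library.

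The genes named in the text follow a rule fixed before the data were examined. It takes Ptprk, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among called genes with a symbol, a mean of at least 5 reads per M (100 reads per 20 M) and no overlap between the libraries of both groups, the last not required for the interaction. It also takes any called gene of the 2 lists in a KO against WT comparison. Genes outside this rule are said to have been chosen after their values were seen.

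The fit was tested on simulated data with 200 changed genes per comparison and the spread of the real libraries. Planted changes were at least 2-fold, so the shares recovered do not describe smaller changes. Libraries and genes were drawn independently, without an effect of mouse or replicate. It recovered 62.5% and 61.5% of changed genes in the KO against WT comparisons of low-fat and high-fat libraries, 62.5% and 59% in the comparisons of fractions in WT and KO, and 41.5% in the interaction. With the replicate block it recovered 59.5%, 57.5%, 53.5%, 51% and 35% in the same order. Without a simulated mouse or replicate effect the block could only lose power, so this does not measure its use in the real libraries. False calls among unchanged genes were 11, 2, 9, 8 and 10 without the block, and 14, 2, 6, 6 and 7 with it. This was more than 5% of the calls in each comparison but KO against WT in high-fat libraries, with and without the block. None of the recovered genes had the wrong direction. The camera test, at an unadjusted p-value under 0.05, called 10 of 10 shifted sets and 0 of 10 sets that were not shifted. Genes of these sets were drawn at random and varied independently, and each gene of a shifted set changed 2-fold. The test therefore could not show false calls from genes that vary together, such as the lipogenesis list with an estimated inter-gene correlation of 0.687.

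Other settings fixed before the data were examined were median-of-ratios scaling, no filter on low values, the replicate block, a fit of only the libraries compared, an inter-gene correlation estimated from the data, and leaving out each library in turn. Settings chosen after seeing the data were pseudocounts of 0.5 and 10, the deposited scaling alone, voom weights on the recovered reads, a correlation between libraries of a mouse (statmod 1.5.0), a glycolysis list without Hk1, Hk2, Hk3 and Pkm, the replicate block with an estimated inter-gene correlation, and a clock gene score as a covariate. Gene positions, GC content and transcript lengths came from GENCODE release M21 on the GRCm38 build, which matched 52489 of the 52636 identifiers (99.7%). The authors' build is not stated, so these coordinates are those of GENCODE. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 served for the depth estimates, the annotation and the figures.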

Results

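Transcript levels were measured by RNA sequencing in hepatocytes from steatotic mouse livers, separated by lipid content into a low-fat and a high-fat fraction. The 12 libraries comprised 3 WT low-fat, 3 WT high-fat, 3 KO low-fat and 3 KO high-fat libraries from 6 mice. Estimated depth ranged from 15.1 M reads in KO high-fat replicate 3 to 25 M in WT low-fat replicate 1. The 10 most abundant genes took between 8.4% and 10.5% of the reads of a library. The first principal component of the 16563 genes tested held 41.3% of the variance, the second 15.7% and the third 13.2%. All 6 high-fat libraries had positive scores on the first component, between 2.16 and 67.78, and all 6 low-fat libraries had negative scores, between -61.91 and -5.199.

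The targeted gene was examined first. Ptprk (ENSMUSG00000019889) is annotated as a protein-coding gene on chromosome 10, from 28074820 to 28597397 on the plus strand (GRCm38, GENCODE M21), where 1 other annotated gene, Gm22370, lies on the opposite strand. In low-fat libraries its level was 2788 ± 83.7 reads per 20 M in WT and 1271 ± 135 in KO (mean ± SD, n = 3 each). In high-fat libraries it was 2407 ± 209 in WT and 1200 ± 19.3 in KO (SD, n = 3 each). The KO level was thus 45.6% of the WT level in the low-fat and 49.9% in the high-fat fraction, and each KO library lay below each WT library. The log2 fold change was -1.13 (SE 0.092, limma adjusted p = 0.00098) in the low-fat and -0.977 (SE 0.092, limma adjusted p = 0.0045) in the high-fat fraction. With the replicate block the limma adjusted p-values were 0.00062 and 0.0024. A two-sided exact permutation test of the levels gave p = 0.1 in each fraction, the smallest value that 3 against 3 libraries allow. The alternative that moved the adjusted p-value most was a fit of only the 6 high-fat libraries. In it the log2 fold change was -0.962 and the limma adjusted p-value 0.906 (range over the alternatives in the high-fat fraction 0.0024 to 0.906).

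**Figure D1:**
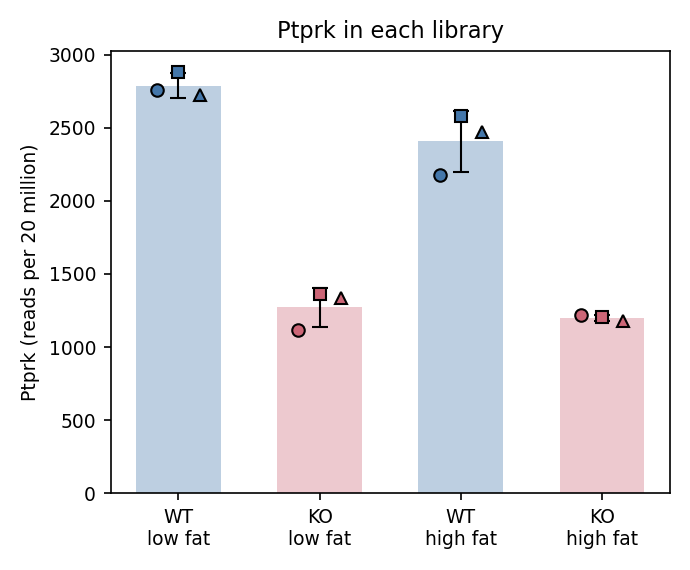
Ptprk level in each of the 12 libraries, in reads per 20 M on a linear axis from 0, with bars for group means, error bars for the SD and points for replicates 1 (circle), 2 (square) and 3 (triangle). KO libraries lie between 1117 and 1364 and WT libraries between 2174 and 2883.

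The next comparison asked which other transcripts differ between KO and WT hepatocytes. In the low-fat libraries 1 of 16563 genes was called by limma, and it was Ptprk. An unadjusted p-value under 0.05 was found for 272 genes, where 828 would be expected by chance. The libraries of both genotypes did not overlap for 899 genes (5.43%, against 10% by chance). In the high-fat libraries 1 gene was called, again Ptprk, with 327 genes at an unadjusted p-value under 0.05 and 815 genes (4.92%) without overlap. The deviations of same-numbered WT and KO libraries from their group means correlated across genes with a mean r of 0.314 in the low-fat and 0.233 in the high-fat fraction, against -0.155 and -0.111 for libraries with other numbers, although the mice differ. Deviations from a group mean cancel within the group. The values for other numbers therefore follow from those for same numbers and are no separate comparison. Over the 3 pairs r ranged from 0.252 to 0.397 in the low-fat and from -0.173 to 0.49 in the high-fat fraction. With the replicate number as a block, limma called 1 gene in each fraction, Ptprk, and 495 and 614 genes had an unadjusted p-value under 0.05. The log2 fold changes of KO against WT in low-fat and high-fat libraries correlated across the 16563 genes with Pearson's r of 0.462 and Spearman's rho of 0.44. Both comparisons use the same mice, and libraries of a mouse deviated together, with a mean r of 0.516 in WT and 0.162 in KO. Differences between mice alone can therefore give a positive correlation. The r of 0.462 thus does not by itself show a KO effect shared by both fractions. Genes are not independent replicates.

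Glycolysis and de novo lipogenesis are the pathways named in the title of the study, and their genes were compared as sets. The mean log2 level of the 22 glycolysis genes was 10.08 ± 0.11 in WT and 9.97 ± 0.066 in KO low-fat libraries, and 10.23 ± 0.21 in WT and 10.15 ± 0.087 in KO high-fat libraries (SD, n = 3 each). The mean log2 fold change of KO against WT was -0.108 in the low-fat libraries (camera adjusted p = 0.252, lower in 14 of 22 genes) and -0.0876 in the high-fat libraries (camera adjusted p = 0.425, lower in 14 of 22 genes). For the 18 lipogenesis genes the mean log2 level was 12.52 ± 0.48 in WT and 12.42 ± 0.51 in KO low-fat libraries, and 12.24 ± 0.41 in WT and 12.1 ± 0.50 in KO high-fat libraries (SD, n = 3 each). Their mean log2 fold change was -0.104 in the low-fat and -0.131 in the high-fat libraries (camera adjusted p = 0.545 for both). These differences were within the spread between replicates. With the replicate block, for which the pairing check gave the mean r of 0.314 and 0.233 stated above, the camera adjusted p-values were 0.237 and 0.385 for glycolysis and 0.477 in both fractions for lipogenesis. No gene of either list was called in a KO against WT comparison, whether p-values were adjusted over the list alone or over all genes, and 1 glycolysis gene in the high-fat libraries and 0 others had an unadjusted p-value under 0.05. The alternative that moved these means most was leaving out 1 library: the lipogenesis mean ranged from -0.349 to 0.18 in the low-fat and from -0.4 to 0.101 in the high-fat libraries, and the camera adjusted p-value fell as low as 0.00721 and 5.3e-05.

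**Figure D2:**
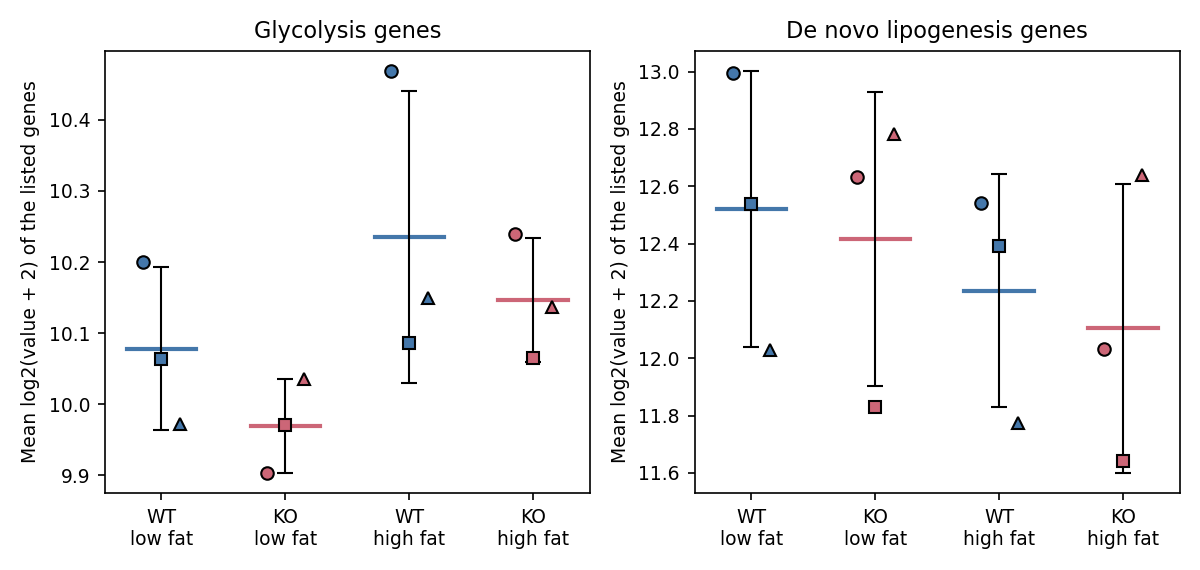
Mean log2(value + 2) of 22 glycolysis genes (left) and 18 de novo lipogenesis genes (right) in each library, with lines for group means, error bars for the SD and points for replicates 1 (circle), 2 (square) and 3 (triangle). WT and KO libraries overlap in each fraction, as in the lipogenesis means of 12.52 for WT and 12.42 for KO low-fat libraries.

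High-fat and low-fat hepatocytes were then compared within each genotype. Libraries of the same mouse deviated together in WT, with a mean r across genes of 0.516 against -0.258 for libraries of different mice. In KO the mean r was 0.162 against -0.0747, and it ranged from -0.0116 to 0.458 over the 3 mice. Here too the values for different mice follow from those for the same mouse, because deviations cancel within a group. In WT, limma called 0 genes, with a smallest adjusted p-value of 0.0742, and 1904 genes had an unadjusted p-value under 0.05 against 828 expected by chance. With the mouse as a replicate block it called 169 genes, 116 higher and 53 lower in the high-fat libraries. In KO, limma called 148 genes, 141 higher and 7 lower, with 1482 genes at an unadjusted p-value under 0.05. With the block it called 353 genes, 282 higher and 71 lower, and 138 of the 148 genes were among them. A fit of only the 6 KO libraries called 0 genes, with 1280 at an unadjusted p-value under 0.05. The libraries of both fractions did not overlap for 2957 genes (17.9%) in WT and 2228 genes (13.5%) in KO, against 10% by chance.

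In KO the genes with the largest rise under the naming rule were Dcn, Col3a1 and Abcc9. Dcn (ENSMUSG00000019929, chromosome 10, 97479609 to 97518143) rose from 86.33 ± 52.7 to 653.3 ± 161 reads per 20 M, a log2 fold change of 3.07 (SE 0.58, limma adjusted p = 0.039). Col3a1 (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) rose from 32.67 ± 21.1 to 259.7 ± 34.1, a log2 fold change of 3.02 (SE 0.51, limma adjusted p = 0.032). Abcc9 (ENSMUSG00000030249, chromosome 6, 142587862 to 142702315) rose from 37 ± 18.0 to 298 ± 49.8, a log2 fold change of 3 (SE 0.37, limma adjusted p = 0.032). The largest falls were those of Aldh1b1, Atp2b2 and Clic5. Aldh1b1 (ENSMUSG00000035561, chromosome 4, 45799022 to 45804604) went from 4212 ± 444 to 2034 ± 625, a log2 fold change of -1.17 (SE 0.24, limma adjusted p = 0.049). Atp2b2 (ENSMUSG00000030302, chromosome 6, 113743831 to 114042613) went from 548.3 ± 43.1 to 281 ± 34.7, a log2 fold change of -1.03 (SE 0.21, limma adjusted p = 0.049). Clic5 (ENSMUSG00000023959, chromosome 17, 44188584 to 44280172) went from 197.3 ± 1.53 to 109.3 ± 8.33, a log2 fold change of -0.911 (SE 0.14, limma adjusted p = 0.032). Values are means ± SD of n = 3 libraries per fraction, and coordinates are those of GRCm38 in GENCODE M21. With the mouse as a replicate block, whose check gave a mean r of 0.162 in KO, the limma adjusted p-values of the 6 genes lay between 0.022 and 0.03. Dcn and Col3a1 were on the list of stellate cell markers fixed before the data were examined. Col3a1 overlaps 1 annotated gene on its own strand, Abcc9 1 on the opposite strand, and Atp2b2 overlaps 3, 1 of them on its own strand. Neither the counting rule nor strandedness is stated, so shared reads cannot be ruled out.

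The 22 glycolysis genes had a mean log2 fold change of high-fat against low-fat libraries of 0.157 in WT (camera adjusted p = 0.425) and 0.177 in KO (camera adjusted p = 0.427), although only 8 of 22 genes in WT and 7 in KO were higher. Hk1, Hk2, Hk3 and Pkm, picked after the data were seen, rose most of the list in both genotypes, and the means of the other 18 genes were -0.181 and -0.183. No p-value is given for this shortened list, because the choice itself lowers its mean. The 18 lipogenesis genes had means of -0.285 in WT and -0.312 in KO, with 16 and 17 genes lower (camera adjusted p = 0.131 for both). With the mouse as a replicate block, whose check gave a mean r of 0.516 in WT and 0.162 in KO, the camera adjusted p-values were 0.385 in both genotypes for glycolysis, and 0.000376 in WT and 6.25e-05 in KO for lipogenesis. When the block was combined with an inter-gene correlation estimated from the data, the camera adjusted p-value for lipogenesis was 0.767 in both genotypes. No gene of either list was called over all genes tested. Adjusted over the list alone, 0 genes were called without the block, while 7 glycolysis genes in each genotype and 0 lipogenesis genes had an unadjusted p-value under 0.05. Adjusted over the list alone with the block, 8 glycolysis and 2 lipogenesis genes were called in WT, and 4 and 7 in KO.

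The last comparison asked whether the difference between fractions depends on genotype. limma called 0 genes for the interaction, and 24 genes had an unadjusted p-value under 0.05 where 828 would be expected by chance. With the mouse as a replicate block, whose check gave a mean r of 0.516 in WT and 0.162 in KO, it called 0 genes, with 64 at an unadjusted p-value under 0.05. The mean interaction was 0.0206 for glycolysis (camera adjusted p = 0.784, and 0.947 with the block) and -0.027 for lipogenesis (camera adjusted p = 0.996, and 0.709 with the block). Across the 16563 genes, the log2 fold changes between fractions in WT and KO correlated with Pearson's r of 0.85 and Spearman's rho of 0.675. Of the genes called with the block, 145 were shared between the 169 of WT and the 353 of KO.

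**Figure D3:**
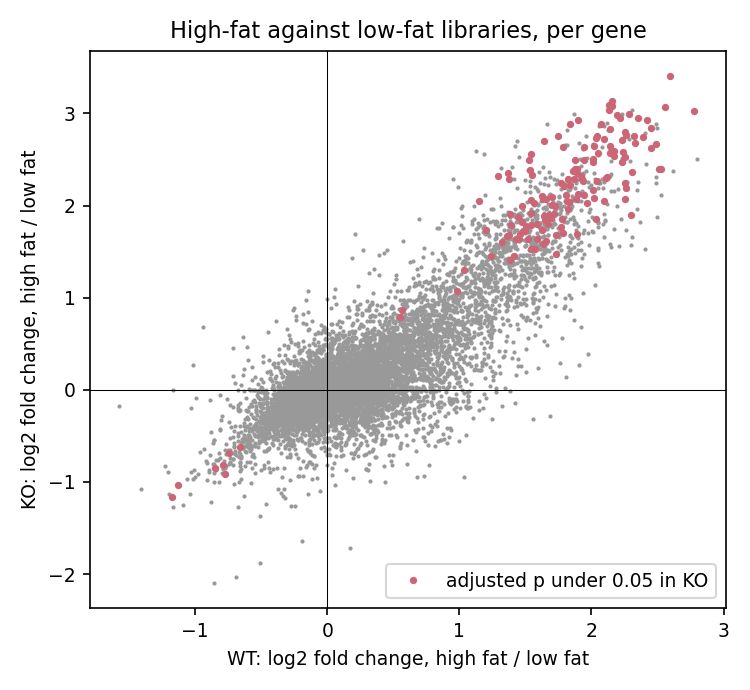
Log2 fold change of high-fat against low-fat libraries for each of 16563 genes, in WT on the horizontal and in KO on the vertical axis, with the 148 genes called in KO in red. The points follow a common diagonal (Pearson's r 0.85 across genes), and the red points are mostly genes that were higher in the high-fat libraries (141 of 148).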

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

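The tests by splits of the mice were chosen after the results were seen. For 3 marker lists the difference between high-fat and low-fat libraries itself differed between KO and WT, by camera on the interaction of genotype and fat fraction. The mean interaction was 0.629 for 9 Kupffer cell markers (camera adjusted p = 0.0022 over 55 tests, 0.005 with the replicate block), 0.437 for 8 stellate cell markers (camera adjusted p = 0.017, 0.0088 with the block) and -0.442 for 5 nuclear-retained RNAs (camera adjusted p = 0.042, 0.031 with the block). With the block a further list passed, that of 11 clock genes, at a mean interaction of -0.156 (camera adjusted p = 0.013 with the block and 0.27 without), for which no splits were tested.

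The mice of both genotypes overlapped for each of the 3 lists. The rise of Kupffer markers from low-fat to high-fat was 1.85 ± 1.2 in WT and 2.48 ± 1.3 in KO (log2, mean ± SD, n = 3 mice). For stellate markers it was 2.34 ± 0.58 and 2.78 ± 1.0, and for nuclear-retained RNAs 0.556 ± 0.46 and 0.114 ± 1.3. Two-sided exact permutation tests over mice gave p = 0.5, 0.6 and 0.7, and the smallest value they allow is 0.1. These tests ignore replicate numbers. Within same-numbered pairs the rise was larger in KO in 3 of 3 pairs for Kupffer markers and in 2 of 3 for stellate markers, and smaller in KO in 2 of 3 for nuclear-retained RNAs. Among the 4 splits of the mice that part all same-numbered pairs, 1, 3 and 3 gave a difference as large, so chance cannot be excluded as the source. With the inter-gene correlation estimated from the data in place of the preset 0.01, the unadjusted camera p-values were 0.26, 0.32 and 0.26 in the fit without the replicate block. The small p-values may therefore come from genes of a list varying together between libraries, which the preset correlation understates. A biological difference between the genotypes cannot be told apart from these explanations.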

How the results depend on the processing

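The DESeq2 Wald test, fixed beforehand as another test, was not run, because the values are scaled and not raw counts. For the glycolysis and lipogenesis lists, the settings without a filter, with only the libraries compared and with the clock covariate were not run. Camera used neither the same-mouse correlation nor the voom weights, so for these lists the same-mouse setting repeats the main result. For the changes given here, including those that reversed, the cause was not tested.

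The 1 call in KO against WT, low-fat libraries, was Ptprk under each alternative run. In the high-fat libraries the fit of only the libraries compared called 0 genes (211 at an unadjusted p-value under 0.05), and the clock gene score as a covariate gave 2 calls, Ptprk and Osbpl3, the latter chosen after its value was seen. Leaving out 1 library gave 0 to 1 calls. The log2 fold change of Ptprk in the high-fat libraries stayed negative, from -1.06 to -0.922 across the 6 fits that each left out one library, with adjusted p-values of up to 0.0776, and it was -0.962 in the fit of only the libraries compared, where the limma adjusted p-value was 0.906. Over all its alternatives the adjusted p-value ranged from 0.0024 to 0.906.

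For high-fat against low-fat libraries in WT, where 0 genes were called, the replicate block gave 169 calls, the same-mouse correlation 383 (329 higher and 54 lower), a pseudocount of 10 gave 1 (Rspo3, chosen after its value was seen), and leaving out 1 library gave 0 to 1. In KO, against 148 calls, the replicate block gave 353, the same-mouse correlation 528 (487 higher and 41 lower), and the fit of only the libraries compared and voom weights on the recovered reads gave 0 each, with 1280 and 1331 genes at an unadjusted p-value under 0.05. Leaving out 1 library gave 0 to 75 calls. Median-of-ratios scaling gave 144 calls, pseudocounts of 0.5 and 10 gave 123 each, and no filter and the deposited scaling alone gave 102 each. The interaction gave 0 calls under each alternative run, with 14 to 381 genes at an unadjusted p-value under 0.05.

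Without Hk1, Hk2, Hk3 and Pkm, a list chosen after seeing the data, the glycolysis mean between fractions reversed to -0.181 in WT and -0.183 in KO, and the interaction to -0.00166. These 4 genes rose most of the list in both genotypes, so a lower mean without them follows from the choice and the p-value of the shortened list carries no evidence. For KO against WT the shortened list had means of -0.057 in low-fat and -0.0587 in high-fat libraries. With all 22 genes these means were -0.108 and -0.0876. The lipogenesis difference between fractions passed the threshold with the replicate block, at -0.285 in WT and -0.312 in KO, and with the deposited scaling alone, at -0.204 and -0.243 (camera adjusted p = 0.0142 for both). With the inter-gene correlation estimated from the data these 2 means did not pass, at a camera adjusted p of 0.864 each in the fit without the mouse and, in a fit added after seeing the data, 0.767 each with the mouse as a block. The list was lower in the high-fat library of 6 of 6 mice. Over all alternatives run for this list the camera adjusted p-value ranged from 0.000376 to 0.864 in WT and from 3e-05 to 0.864 in KO.

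Leaving out 1 library moved the lipogenesis mean of KO against WT from -0.349 to 0.18 in the low-fat and from -0.4 to 0.101 in the high-fat libraries, and the glycolysis mean from -0.162 to 0.0336 in the high-fat libraries. The lipogenesis mean between fractions ranged from -0.53 to -0.0481 in WT and from -0.597 to -0.08 in KO, and it passed in 2 fits of each genotype, at -0.53 and -0.362 in WT (camera adjusted p = 0.00176 and 0.0328) and at -0.597 and -0.58 in KO (7.87e-05 and 3.02e-05). Interaction means ranged from -0.0536 to 0.144 for glycolysis and from -0.301 to 0.218 for lipogenesis. Further fits that left out 1 library passed although the full fit did not. The lipogenesis difference of KO against WT passed in low-fat libraries at -0.349, -0.288 and 0.18 (camera adjusted p = 0.00721, 0.0408 and 0.0109, range over the alternatives 0.00721 to 0.965) and in high-fat libraries at -0.4 (camera adjusted p = 5.3e-05, range 5.3e-05 to 0.965). The lipogenesis interaction passed at -0.301, -0.295, 0.205 and 0.218, in both directions (camera adjusted p between 0.000168 and 0.0367, range over the alternatives 0.000168 to 0.999). Camera at the preset correlation was thus unstable for this list, whose inter-gene correlation was estimated at 0.687. The glycolysis difference of KO against WT in high-fat libraries passed at -0.0826 without KO high-fat replicate 3 (camera adjusted p = 0.0477, range 0.0477 to 0.864).

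Among the 6 genes named between fractions in KO, 21 values lost the threshold under other settings and 32 when 1 library was left out, while none changed direction. Aldh1b1 and Atp2b2, at an adjusted p-value of 0.049, were the least stable of these genes. KO high-fat replicate 3 was the shallowest library at 15.1 M reads, where 3 reads correspond to 3.98 reads per 20 M, so low values are least precise there.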

Other observations

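Several tests below were chosen only after the result they bear on was seen: the rise of marker lists between fractions, the difference between zonation lists, Ptprk against marker RNA, the clock score, the depth of the libraries in the split of the high-fat libraries, and the splits for the lipid droplet list. The marker lists were written before the data were examined, except the nuclear-retained RNAs, which were listed before their values were looked up.

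Each comparison of 3 against 3 libraries, or of mice for the interaction, allows 4 splits that part all 3 same-numbered pairs and 6 that part only 1 pair. No share below 1 of 4 is possible, so these splits could not have excluded chance whatever they gave. They do not bear on the limma result for Ptprk, whose adjusted p-values were 0.00098 and 0.0045. The number of calls was as large in 1 of the 4 splits for KO against WT in each fraction and for the fractions in KO, where it was the real one. It was as large in 4 of the 4 for the fractions in WT and for the interaction, where the real count was 0 (1904 and 24 genes at an unadjusted p-value under 0.05), so that this outcome was certain. The number of genes at an unadjusted p-value under 0.05 was as large in 3 and 4 of the 4 splits for KO against WT in low-fat and high-fat libraries, in 1 for the fractions in each genotype, and in 4 for the interaction. The glycolysis mean was as large in 2 and 1 splits for KO against WT, in 1 for the fractions in each genotype and in 4 for the interaction. The lipogenesis mean was as large in 4 and 4 splits for KO against WT, in 1 for the fractions in each genotype and in 3 for the interaction. Of the 6 splits that leave same-numbered libraries together, 1 gave as many calls as KO against WT in high-fat libraries and 0 as many as in low-fat libraries or as the fractions in KO, while all 6 did for the fractions in WT and the interaction. The number of genes at an unadjusted p-value under 0.05 was as large in 6 and 4 of these 6 splits for KO against WT in low-fat and high-fat libraries, in 1 for the fractions in WT (up to 2602 genes) and in 2 in KO (up to 1763). For the glycolysis mean it was 0, 5, 3 and 0 in the same order, and for the lipogenesis mean 4, 4, 4 and 5. All 6 were as large for these measures of the interaction.

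The split of the high-fat libraries with the most calls set WT high-fat replicates 1 and 2 and KO high-fat replicate 1 against the other 3 high-fat libraries. These sides are not groups of the study. It gave 552 calls, 212 higher and 340 lower in the first 3 libraries, and 4937 genes at an unadjusted p-value under 0.05, against 1 call for genotype. The mean log2 level of 5 nuclear-retained RNAs (Malat1, Neat1, Nlrp6, Kcnq1ot1 and Snhg11) lay between 11.94 and 12.06 in the first 3 and between 10.57 and 10.73 in the other 3 libraries. Adding this score as a covariate left 0 calls, and so did adding the score of non-parenchymal markers, which also left 0. The nuclear score separates both sides completely, so losing calls under it says little, a limit recognised only after the values were seen. A further test used the 6 low-fat libraries, which the split does not involve. They come from the same 6 mice, whose libraries deviated together (mean r 0.516 in WT and 0.162 in KO), so they are not independent samples. Over the 551 called genes outside both lists, the difference across the split correlated with the gene's slope on the nuclear score among low-fat libraries at r = 0.815, with the same sign for 93.6% of genes. The slope on the marker score gave r = -0.424, with the same sign for 33%. Depth did not separate the sides, with a mean difference of -0.167 M reads and overlapping ranges of 18.4 to 21.3 and 15.1 to 23 M. Over protein-coding genes the difference across the split correlated weakly with gene span (Spearman's rho 0.098) and with transcript length (0.21), so there is little sign of unspliced RNA. Genes are not independent replicates. A candidate explanation is a share of nuclear RNA that varies between libraries, given the r of 0.815. The split was noticed in these data, and no biological explanation was tested.

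The same variation may bear on the KO against WT comparisons, where fewer genes than chance gives had an unadjusted p-value under 0.05. With the nuclear score as a covariate their number rose from 272 to 467 in the low-fat and from 327 to 476 in the high-fat libraries, still below 828. Ptprk was the 1 call in each fraction. The marker score as a covariate gave 291 and 350 genes. The replicate block gave 495 and 614 genes and the clock score as a covariate 569 and 557. The rise is thus not particular to the nuclear score.

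The genes that were higher in high-fat libraries included markers of cells other than hepatocytes. From low-fat to high-fat, 9 Kupffer markers rose by a mean of 2.17 ± 1.2, 8 endothelial markers by 1.67 ± 0.70 and 8 stellate markers by 2.56 ± 0.78 (log2, SD over n = 6 mice), each in 6 of 6 mice. The mean over these lists was 2.13. The 2 cholangiocyte markers tested fell in 6 of 6 mice, by -0.643 on average, and 6 blood cell markers rose in 3 mice and fell in 3. Among the 129 genes called higher in KO that were not markers, the median correlation with the marker score over 12 libraries, after removing group means, was 0.781. This exceeded 10000 random lists matched on expression (100th percentile, random median 0.146, highest 0.341). GC content and transcript length explained 0.533% of the variance of the fold changes. With the marker score as a covariate 0 of the 148 calls in KO were left (675 genes at an unadjusted p-value under 0.05), but the score also differs between fractions, so that this does not separate the explanations. With the nuclear score as a covariate the calls in KO rose to 313, 288 higher and 25 lower. RNA of non-parenchymal cells in the high-fat fraction could thus be a source of the calls, given the median correlation of 0.781. Whether lipid content itself changed the same genes within hepatocytes cannot be told apart from it.

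Zonation markers moved in opposite directions. From low-fat to high-fat, 11 pericentral hepatocyte markers rose by 0.711 ± 0.31 and 10 periportal markers changed by -0.564 ± 0.13 (log2, SD, n = 6 mice), each in 6 of 6 mice. Their difference was 1.27 ± 0.37, between 0.816 and 1.72, and a two-sided exact sign-flip test over the 6 mice gave p = 0.03125, the smallest it allows. Scaling of a library or dilution by other RNA would move both lists alike and cannot give this difference of 1.27. Correction for GC content and length left the difference at 1.27. These explained only 0.912% of the variance in WT and 0.533% in KO, so the correction could hardly have moved it and says little. A hypothesis is that high-fat hepatocytes may come more often from around the central vein. Expression of list genes in other cell types was not tested, and the pattern cannot be told apart from that.

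A list of 10 lipid droplet and PPARG-linked genes was lower in KO. Its mean log2 difference from WT was -0.53 in the low-fat libraries (10 of 10 genes lower, camera adjusted p = 9.7e-06 over 55 tests) and -0.624 in the high-fat libraries (9 of 10 genes lower, camera adjusted p = 5.5e-06). With the replicate block the camera adjusted p-values were 2.3e-05 and 1.6e-05. With the inter-gene correlation estimated from the data the unadjusted p-values were 0.0088 and 0.0077, and 4 Y-linked genes gave 0.005 and 0.012 by the same test. The Y-linked genes resembled the lipid list in other tests too, lower in 4 of 4 genes in each fraction, with an exact permutation p of 0.2 in low-fat and 0.1 in high-fat libraries. The cause of their difference was not tested. Library means lay between 7.664 and 7.964 in KO and between 8.113 and 8.72 in WT for low-fat libraries, and between 8.28 and 8.853 in KO and between 8.931 and 9.324 in WT for high-fat libraries. The two-sided exact permutation p was 0.1 in each fraction, the smallest possible, and both fractions come from the same 6 mice. The same list was higher in high-fat than in low-fat libraries in 6 of 6 mice, by 0.725 ± 0.18. In the high-fat libraries the difference was -0.626 with the marker score as a covariate, -0.856 with the clock score as a covariate and -0.587 after correction for GC content and length. In these libraries the marker score hardly moved the difference and overlapped between genotypes, so this does not rule out RNA of non-parenchymal cells there. In the low-fat libraries the marker score as a covariate moved Kupffer markers from -0.691 to 0.0826 and endothelial markers from -0.644 to -0.159. Stellate markers went from -0.419 to 0.0665. The score is the mean over the genes of these 3 lists, so their joint shrinkage was fixed in advance and tests nothing. The lipid list went from -0.53 to -0.535, so its difference did not follow the score. The score overlapped between genotypes here too (6.203 in KO low-fat replicate 3, 6.17 in WT low-fat replicate 2). This argues only weakly against RNA of these cells as the source of the low-fat difference. Other cell types are not covered by it. Of the 4 splits that part same-numbered pairs, 1 gave a difference as large, the real one. Neither this nor the permutation test could have excluded chance with 3 mice per genotype. Camera at the preset correlation passed 7 of 11 lists in the low-fat and 5 of 11 in the high-fat comparison, the Y-linked genes among them (-0.173 and -0.164, camera adjusted p = 0.00055 and 0.0039). Pericentral markers also passed, lower in KO (-0.376 and -0.267, camera adjusted p = 7.9e-05 and 0.017). So did periportal markers, higher in KO (0.154 and 0.184, camera adjusted p = 0.029 and 0.014). Under the estimated correlation the unadjusted camera p-values of both lists lay between 0.09 and 0.26. Whether the lipid difference goes with zonation was not tested. In the low-fat libraries Kupffer markers fell more in KO than the lipid list did, by -0.691 (9 of 9 genes lower, camera adjusted p = 0.00061), and so did endothelial markers, by -0.644 (8 of 8 genes lower, camera adjusted p = 2.6e-08). With the estimated correlation their unadjusted p-values were 0.21 and 0.051, and the exact permutation p was 0.1 for each. Lower expression of lipid storage genes in KO, at -0.626 with the marker score as a covariate, may be worth a test in more mice, and whether it is more than chance or a difference in strain or batch remains open.

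About 45.6% to 49.9% of the WT level of Ptprk was left in KO libraries. If it came from Kupffer, endothelial or stellate cells that keep the gene, it would rise with their RNA. In the 3 KO mice the score of their markers rose by 2.35 from low-fat to high-fat, while Ptprk changed by -0.147, which speaks against these cells as its main source. Cholangiocyte markers fell in the same 3 mice, by -0.613 on average, so other cell types remain possible. Reads from parts of the gene that the targeted allele still transcribes were not analysed here, so this explanation remains.

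Clock genes differed between mice. A clock score was 1.64 higher in KO than in WT mice (exact permutation p = 0.3, two-sided, smallest possible 0.1, a test that ignores replicate numbers). It was higher in KO in 3 of 3 same-numbered pairs of mice. For the 11 clock genes the camera adjusted p-value went from 0.059 to 3.6e-06 in low-fat and from 0.62 to 0.0037 in high-fat libraries when the replicate block was added. These values rest on the preset correlation. With the inter-gene correlation estimated from the data the unadjusted camera p-values were 0.093 and 0.51. Mice ranged over 4.21 while both libraries of a mouse differed by at most 0.31. Genotype and time of collection could not be told apart for this score, and the labels give no time.

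Positions of genes with small p-values were examined for strain differences. Of 78 genes within 10 Mb of Ptprk, 3.85% had an unadjusted p-value under 0.05 in low-fat libraries, against 1.63% of other genes (Fisher's exact test, p = 0.14, two-sided). In high-fat libraries it was 3.85% against 1.96% (Fisher's exact test, p = 0.2). Excess near the gene was not detectable with this number of genes. The 100 genes with the smallest p-values in low-fat libraries hit 77 windows of 5 Mb, where random lists had a median of 86 and 0.56% of 10000 lists hit as few. In high-fat libraries they hit 81 windows (7.9% of lists). Among the other 9 splits of the low-fat libraries, 1 hit as few windows, at 74. Clustering may thus reflect strain differences between the mice or neighbouring genes that vary together between any mice, and these remain open.

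Xist was listed at 0 to 6 reads per 20 M over the 12 libraries. Ddx3y lay between 1688 and 1808 reads per 20 M in WT and between 1444 and 1600 in KO libraries.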
